A study of Mus musculus with 24 samples. Its data were reported in "TPL-2 Inhibits IFN-β Expression via an ERK1/2-TCF-FOS Axis in TLR4-Stimulated Macrophages" (2022).

How the data were processed

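The data were RNA sequencing libraries from mouse bone marrow-derived macrophages (BMDMs), which are macrophages grown in culture from bone marrow. Cells carried the LysM-Cre driver, a Cre recombinase gene placed at the lysozyme locus Lyz2 so that it is expressed in myeloid cells. The 2 genotypes were named LysM-Cre, the control, and FosKO, in which Cre was meant to delete Fos. Cells were left untreated (0 h) or were stimulated with lipopolysaccharide (LPS, a bacterial ligand of TLR4) at 100 ng/ml for 0.5, 1 or 2 h. Each of the 8 groups had 3 libraries, which gave 24 libraries. The series' own design text describes the controls as LysM-Cre, whereas the study's text gives them 1 floxed Fos allele as well, and the values cannot settle which applied.

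According to the study's methods, RNA was made into TruSeq libraries and sequenced from a single end, in a strand-specific manner, on a HiSeq 2500. The authors mapped and counted reads per gene with STAR and RSEM against RefSeq genes of the mm10 build, and tested genes with DESeq2 at a false discovery rate of 0.05. The deposited table carried Ensembl identifiers, so it is uncertain that the stated annotation lies behind it. The values were log2 values that the authors deposited already normalised, one per gene and library. They ran from -2.22 to 19.39, had no zeros, and resembled a regularised log, in which genes with few reads are pulled towards their mean over all libraries. If they are one, a difference in a gene with few reads is understated. Its spread between libraries is then understated too, so its SE and p-value are uncertain. Whole reads could not be recovered from these values, so the number of reads in each library is unknown here and no counting interval was computed. The study states a typical yield, not one per library. When 2 was raised to the power of each value, a library summed to between 20.6 and 27.5 (in units of 1e6). This sum follows the normalisation and is not a depth.

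The table held 24273 genes, of which 1017 had no symbol, and all 24 columns of values were used. Identifiers were looked up in the GENCODE annotation of the same mouse build, where 99.7% of them were found, and coordinates are given on that build (mm10, GRCm38). A gene was tested if 2 raised to the power of its value was at least 5 in at least 3 libraries, which kept 13901 genes. Of these, 32 had values equal to those of another gene in every library, to the last deposited digit, and whether their reads are shared was not tested. Interferon alpha genes are near-identical copies and their values are uncertain, since reads can match more than one of them.

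All 24 libraries entered one limma fit (limma 3.58.1 in R 4.3.3) with 8 group means and no other term, which left 16 residual degrees of freedom. Variances were moderated by empirical Bayes with a trend on the mean value. The design had been fixed for normalised values on a log2 scale with a pseudocount of 1. Because the table turned out to hold log2 values, limma was run on them as deposited, and the pseudocount became an alternative. From this fit 13 comparisons were drawn. They were FosKO against LysM-Cre at the 4 times, each LPS time against 0 h within each genotype, and the difference between the genotypes in the LPS response at 0.5, 1 and 2 h. P-values were adjusted over all tested genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05, and called genes with at least a 2-fold change were also counted. With 3 libraries against 3, an exact permutation test of one gene cannot give a two-sided p below 0.1, so no such test was used.

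Lists of type I interferon-stimulated genes (42), of immediate early genes driven by TCF and SRF (18, of which 17 were tested) and of early NF-kB target genes (22) were written before the data were examined. So were the groups, the comparisons and most alternatives. The lists were tested with camera at a preset correlation between genes of 0.01, as 12 tests for the genotype comparisons. A further 9 tests of the difference in LPS response were added after the data were seen. The genes named are those of fixed lists (the AP-1 family, type I interferons with Il10, sex-linked genes, and the Cre and LPS receptor loci), Egr1, Egr3, Nr4a1, Ier3, Dusp1, Dusp2 and Dusp5. To these were added, for each genotype comparison, the 3 largest rises and 3 largest falls among called protein-coding genes with a mean of at least 50 on the linear scale and no overlap between the groups. The difference in response at 2 h gave 3 genes in each direction without the overlap condition, each LPS comparison in LysM-Cre gave 3 rises and 1 fall, and the interferon-stimulated list gave its 5 members with the largest t at 2 h.

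The fit was tested on simulated data made from the real means and spreads of the 13901 genes, with 200 genes changed. Each gene was drawn independently with 1 mean and 1 SD over all groups. The draws held no LPS response, no batch and no correlation between genes or libraries, so the rates may not hold in the data. For FosKO against LysM-Cre at 0 h the fit recovered 99% of changes of log2 size 1 and 75% of size 0.5, with 9 false calls among 183. At 2 h it recovered 96% and 76%, with 10 false calls among 182, and for the difference in response at 2 h it recovered 88% and 68%, with 7 among 163.

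The results recomputed were 160 gene comparisons, 17 counts of called genes and 21 list tests. They were recomputed with other pseudocounts, filters and scalings (TMM factors and quantile normalisation) and without the variance trend. They were also recomputed on the compared groups alone, with the replicate number as a block, and without each library in turn. The lists were also tested with fry and with camera at an estimated correlation. Alternatives chosen after the data were seen were a pseudocount of 1, a term for a batch seen in 18S ribosomal RNA, the 19 libraries outside that batch alone, and a correction for GC content and transcript length. Tests on whole reads had been planned and were not run, since the values do not give whole reads. No pair of libraries in a group held identical values. Lists of 12 macrophage markers and 16 markers of other cells (blood cells and collagen genes) were also looked at.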

Results

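Gene expression was measured by RNA sequencing in BMDMs labelled LysM-Cre or FosKO, before LPS and after 0.5, 1 and 2 h of LPS, with 3 libraries in each of the 8 groups. Libraries of one group correlated across genes at r between 0.995 and 0.998, and genes are not independent replicates. The median SD of a gene within a group lay between 0.06 and 0.08 on the log2 scale. The number of reads per library is unknown, so the spread between libraries is the only error given. All values are deposited log2 values, and a difference of 1 is a doubling.

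The content of 18S ribosomal RNA split the libraries in a way that the groups do not explain. The 18S ribosomal RNA gene Rn18s-rs5 lay between 16.65 and 17.00 in 5 libraries and between 18.57 and 19.39 in the other 19. The 5 libraries were LysM-Cre replicate 3 and FosKO replicate 1 at 0.5 h, and LysM-Cre replicates 2 and 3 and FosKO replicate 1 at 1 h. All libraries at 0 h and 2 h lay in the high set. Values within each set are given for 10 genes at 0.5 and 1 h. For Lyz2 the difference between the genotypes was 4.87 in the high set and 4.93 in the low set at 0.5 h, and 5.10 and 4.91 at 1 h. For Il10 it was -0.74 and -0.77, then -1.32 and -1.33, and for Fosl1 it was -1.09 and -1.19, then -1.67 and -1.55. For Dusp5 it was -1.85 and -1.89, then -2.15 and -2.12, and for Nr4a1 -1.31 and -1.19, then -0.59 and -0.60. For Ifna2 it was 0.43 and 0.15, then 3.95 and 3.93. The other named genes and the lists were instead recomputed with the batch as a term and in the high set alone.

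**Figure D1:**
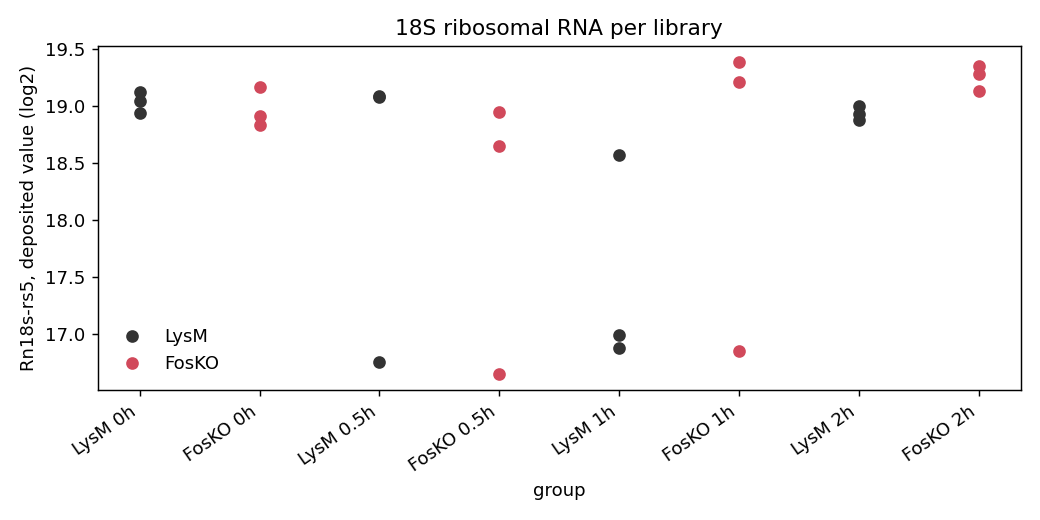
Deposited log2 value of Rn18s-rs5 (vertical axis) in each library, by group (horizontal axis), with LysM-Cre in black and FosKO in red. The 5 low libraries lie between 16.65 and 17.00, all of them at 0.5 or 1 h.

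The targeted gene was examined first, to check the labels. Fos (ENSMUSG00000021250) lies on chromosome 12 from 85473890 to 85477273 on the plus strand and codes for protein. In LysM-Cre libraries Fos was 11.11 ± 0.05 (SD, n = 3) at 0 h, 13.52 ± 0.08 at 0.5 h, 11.15 ± 0.17 at 1 h and 9.52 ± 0.10 at 2 h. The rise at 0.5 h was 2.41 (SE 0.09, limma adjusted p 1.61e-14), and at 2 h Fos fell by 1.60 from its level before LPS (adjusted p 1.74e-12). In libraries labelled FosKO it was 12.60 ± 0.17 at 0 h, 12.75 ± 0.09 at 0.5 h, 12.78 ± 0.10 at 1 h and 12.80 ± 0.13 at 2 h. Fos was thus higher in the libraries labelled FosKO by 1.49 at 0 h, 1.64 at 1 h and 3.29 at 2 h, and differed by -0.77 at 0.5 h. Each of the 4 differences was called (limma adjusted p at most 5.93e-07), and the 3 libraries of one label did not overlap those of the other at any time. At 0.5 h the difference was -0.79 in the high 18S set and -0.75 in the low set, and at 1 h it was 1.73 and 1.65. One value per gene does not separate the deleted part of Fos from the rest, so this gene does not verify the label. Within these data every direction below rests on the labels. Outside them, the paper reported higher Ifnb1 by quantitative PCR and more of its protein by ELISA in FosKO after LPS.

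Lyz2 (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321, minus strand), the locus that carries Cre, differed most among the named genes. It was 10.94 ± 0.09 at 0 h in LysM-Cre and 16.10 ± 0.02 in the libraries labelled FosKO. The difference was 5.17, 4.89, 4.98 and 5.06 at 0, 0.5, 1 and 2 h, each called by limma (adjusted p at most 1.17e-19). Its paralog Lyz1, which lies next to it and can share reads, differed the other way, by -0.65, -0.57, -0.62 and -0.65 (adjusted p at most 0.0106). In the 19 high 18S libraries alone the Lyz1 calls at 0.5 and 1 h were lost (-0.50 and -0.68, adjusted p 0.0795 and 0.0764). Xist stayed between -1.75 and -1.69 in every library and Ddx3y, on the Y chromosome, between 10.63 and 11.16, in both genotypes.

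**Figure D2:**
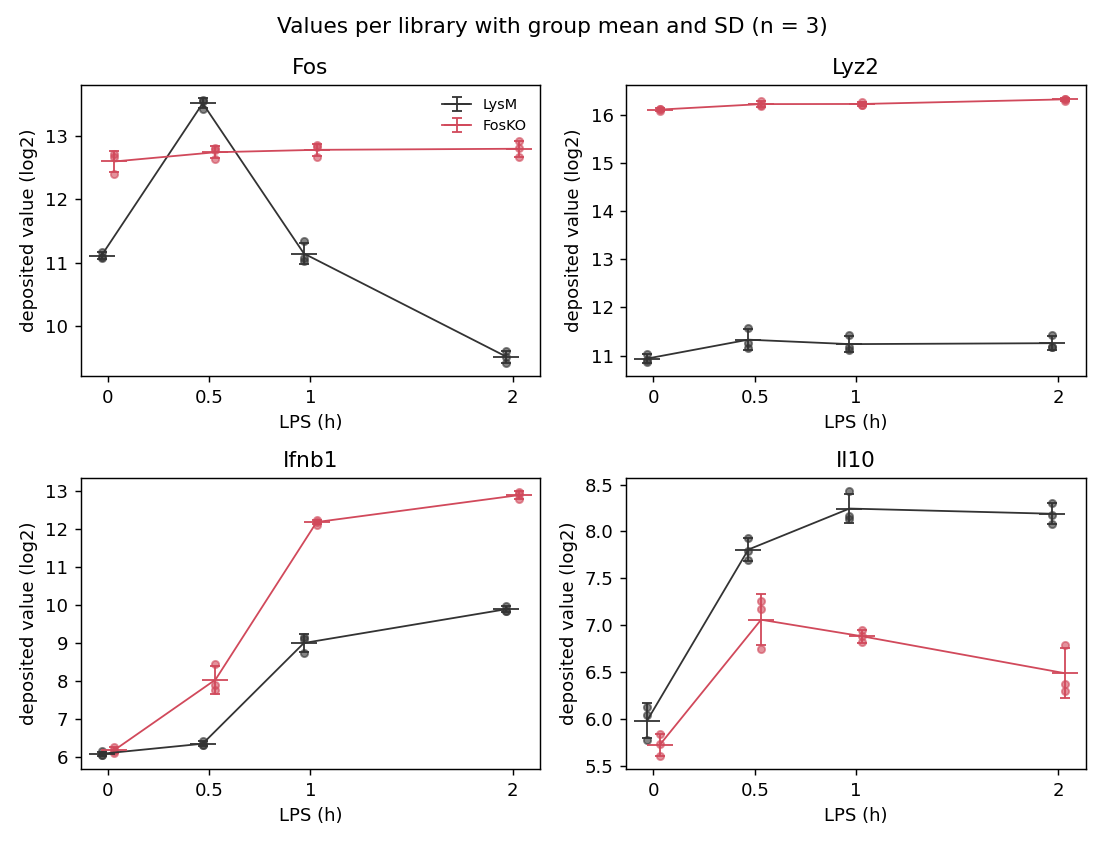
Deposited log2 values (vertical axes) of Fos, Lyz2, Ifnb1 and Il10 against hours of LPS (horizontal axes), with LysM-Cre in black and FosKO in red. Points are libraries, lines join group means and bars are SDs (n = 3). Fos is nearly flat, between 12.60 and 12.80, in the FosKO means and spans 9.52 to 13.52 in LysM-Cre.

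The question of what loss of Fos changes was addressed by comparing the genotypes at each time. At 0 h limma with Benjamini-Hochberg adjustment called 4919 of 13901 genes, 2708 higher and 2211 lower in the libraries labelled FosKO. At 0.5 h it called 5689 (2953 higher, 2736 lower), at 1 h 4708 (2500 higher, 2208 lower) and at 2 h 6202 (3386 higher, 2816 lower). Of these counts, that at 1 h moved most under any alternative, falling when only the 19 high 18S libraries were used. That fit left 1 LysM-Cre library at 1 h. With the 18S batch as a term in all 24 libraries the count at 1 h was 4522, so the fall need not be an effect of the batch. Quantile normalisation turned the share of higher genes from 53.1% to 42.8% at 1 h and from 54.6% to 43.0% at 2 h, so which direction prevails among all called genes depends on the scaling. With a change of at least 2-fold, 142 genes were higher and 63 lower at 0 h, 207 and 93 at 0.5 h, 160 and 77 at 1 h, and 199 and 78 at 2 h. Without FosKO replicate 1 at 1 h, the 2-fold count at 1 h rose from 237 to 383. In all, 463 genes passed 2-fold at 1 time or more and 111 passed it at all 4 times, each in the same direction throughout. Of the 277 genes past 2-fold at 2 h, 212 (76.5%) were called in the same direction at 0 h, in other libraries. By the share of all genes called, 18.5% would be so. The comparison at 0 h may not be an independent repeat, as libraries of one number and genotype may be linked over time. Both calls also used the same variance for each gene.

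**Figure D3:**
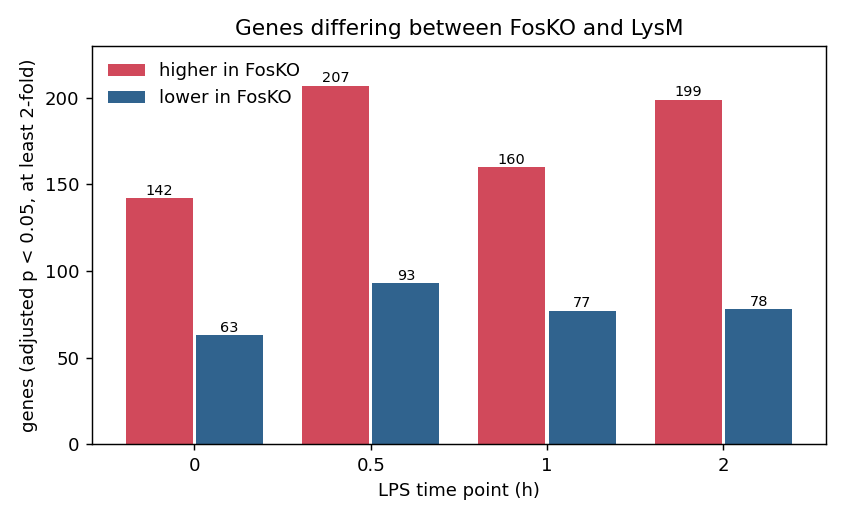
Number of genes (vertical axis) called by limma with at least a 2-fold difference between the genotypes at each LPS time point (horizontal axis), higher in FosKO in red and lower in blue. Genes higher in FosKO outnumber those lower at each time, 142 against 63 at 0 h and 199 against 78 at 2 h.

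After Lyz2, the largest rises at 0 h were in Marco (2.76, SE 0.13, adjusted p 2.41e-12) and H2-M2 (2.16, adjusted p 3.53e-10). Marco (chromosome 1 from 120474538 to 120505024) was 5.79 ± 0.20 in LysM-Cre and 8.55 ± 0.19 in the libraries labelled FosKO. The largest falls at 0 h were in Nptx1 (-2.60), Cspg4 (-2.46) and Smpd3 (-2.29), all called. At 0.5 h Marco (2.76) and Saa3 (adjusted p 1.98e-09) rose most after Lyz2, and Cspg4 (-2.88), Nptx1 (-2.61) and Smpd3 (-2.50) fell most. At 1 h the largest rises after Lyz2 were in Ifna2 (4.07) and Ifnb1 (3.18), and the falls were in Nptx1 (-2.55), Cspg4 (-2.53) and Smpd3 (-2.39). At 2 h they were Ifna5 (4.15) and Ifna2 (3.93), against Cav1 (-2.45), Smpd3 (-2.38) and Col18a1 (-2.28). In the high and low 18S set Marco differed by 2.84 and 2.62 at 0.5 h and by 2.51 and 2.54 at 1 h, and Nptx1 by -2.57 and -2.69, then -2.50 and -2.68.

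Type I interferon genes were followed because the study asked whether Fos restrains them. Ifnb1 (ENSMUSG00000048806, chromosome 4 from 88522025 to 88522774, minus strand) was 6.08 ± 0.06 in LysM-Cre and 6.17 ± 0.08 in the libraries labelled FosKO at 0 h, a difference of 0.10 that limma did not call (adjusted p 0.609). After LPS it was higher in the libraries labelled FosKO by 1.69 at 0.5 h, 3.18 at 1 h and 3.00 at 2 h (adjusted p at most 1.99e-09). Within the high and low 18S sets the difference was 1.80 and 1.45 at 0.5 h, and 3.07 and 3.19 at 1 h. The sets held 2 libraries per genotype and 1 per genotype at 0.5 h, and 1 LysM-Cre against 2 FosKO and 2 against 1 at 1 h, so no test was made within the low set, and the high set was tested as the fit of the 19 high 18S libraries alone, in which the call for Ifnb1 was kept at both times. Ifna4, Ifna5 and Ifna6 were higher by 2.96, 3.09 and 2.13 at 1 h and by 3.58, 4.15 and 3.09 at 2 h. None of the 4 tested Ifna genes was called at 0 h or 0.5 h, and these near-identical genes can share reads. Ifna13 did not pass the filter and lay between -2.22 and -2.19 in every library. Il10 differed by -0.26 at 0 h, which was not called (adjusted p 0.152), and by -0.75, -1.36 and -1.70 at 0.5, 1 and 2 h, all called.

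Across the AP-1 family, Fosl1 was lower in the libraries labelled FosKO at every time (-0.90, -1.12, -1.64 and -0.85) and so was Fosl2 (-0.50, -0.69, -0.54 and -0.21), all called. Without FosKO replicate 2 at 2 h, the call for Fosl2 at 2 h was lost (-0.16, adjusted p 0.0597). Fosb was called at 0.5 h alone (-0.88, adjusted p 0.014), a call lost without FosKO replicate 3 at 0.5 h (-0.67, adjusted p 0.0884). Jun was higher at 0, 0.5, 1 and 2 h (0.14, 0.19, 0.57 and 0.80), and the calls at 0 and 0.5 h were lost under quantile normalisation (0.07 and 0.09). Without LysM-Cre replicate 1 at 0 h the call for Jun at 0 h was lost too (0.11, adjusted p 0.0627). Atf3 was higher at each time (0.21, 0.19, 0.72 and 0.44), with the call at 0.5 h lost under quantile normalisation (0.06). Atf4 was higher by 0.51, 0.48, 0.26 and 0.13, and its sign at 2 h changed under quantile normalisation, to -0.0031 (adjusted p 0.943). Batf was higher by 0.53, 0.73 and 0.47 up to 1 h and was not called at 2 h. In the 19 high 18S libraries the call for Batf at 1 h was lost (0.18, adjusted p 0.392). Junb was called at 0.5 h alone (-0.16), a call lost without LysM-Cre replicate 2 (-0.14) or 3 (-0.14) or FosKO replicate 1 (-0.14) or 2 (-0.14) of that time. Jund was called at 0 h alone (-0.15), a call lost without LysM-Cre replicate 1 (-0.14) or 2 (-0.12) or FosKO replicate 2 (-0.13) or 3 (-0.12) of that time, and Atf2 was called at no time.

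Genes known to answer ERK signalling through TCF and SRF changed in both directions. Dusp5 was lower at every time (-0.99, -1.86, -2.17 and -0.70). Nr4a1 was lower by -1.27 at 0.5 h and -0.64 at 1 h. Egr3 was -0.95 at 0.5 h and -0.33 at 1 h and 0.41 at 2 h, with the call at 1 h lost in the 19 high 18S libraries (-0.27), and Egr1 was higher by 0.87 at 1 h and 0.97 at 2 h. Dusp1 differed by -0.36, -0.31 and -0.27 at 0.5, 1 and 2 h, and Ier3 by -0.35 at both 0.5 and 2 h. Dusp2 was -0.23 at 0.5 h, a call lost without LysM-Cre replicate 2 (-0.19) or 3 (-0.15) or FosKO replicate 1 (-0.21) or 2 (-0.20) at that time, and was 0.29 at 2 h, a call lost under quantile normalisation (0.18). Map3k8, which encodes TPL-2, was higher at each time (0.31, 0.34, 0.50 and 0.27). Tlr4 was higher by 0.14 at 1 h, a call lost without LysM-Cre replicate 1 (0.13) or 2 (0.12) or FosKO replicate 1 (0.12) or 2 (0.14) of that time, and by 0.49 at 2 h. Elk4 was higher by 0.22 at 2 h, and Elk1 was called at no time. All of these values are from limma with the adjustment above.

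The 3 lists fixed beforehand were compared next. All 42 interferon-stimulated genes were called higher in the libraries labelled FosKO at 0 h, over all genes tested and adjusted over the list alone, with log2 differences from 0.45 to 1.92. The median was 0.96 at 0 h, 1.14 at 0.5 h, 0.99 at 1 h and 0.89 at 2 h, and all 42 were called at each time by both adjustments. Oas3, Bst2, Trim30a, Oas1a and Dhx58 were higher at 2 h by 0.90, 0.94, 0.88, 0.63 and 0.80, and at 0 h by 0.73, 0.91, 0.69, 0.54 and 0.72. By camera the list was higher at 0, 0.5, 1 and 2 h (adjusted p 1.08e-28, 2.96e-29, 5.48e-31 and 4.74e-19, of 12 tests). The call held under fry at each time and was lost at each when the correlation between genes was estimated (0.87 for this list). The early NF-kB targets had medians of 0.29, 0.13, 0.09 and 0.30 (camera adjusted p 2.64e-07, 0.0302, 0.0302 and 0.000572), which also held under fry and not under an estimated correlation. The call at 0.5 h was lost without LysM-Cre replicate 1 (0.252) or FosKO replicate 3 (0.125) of that time, and the call at 1 h without LysM-Cre replicate 1 (0.105) or FosKO replicate 3 (0.139). Quantile normalisation lost it at 0.5, 1 and 2 h (0.283, 0.305 and 0.108). At 0 h 16 of the 22 were called higher, and 17 adjusted over the list alone. The immediate early genes were lower by camera at 0.5 h (median -0.23, adjusted p 0.00318), with 12 of 17 lower by both adjustments, and were not called by camera at the other times, though fry called them higher at 2 h (0.00707). The call at 0.5 h held under fry and not under an estimated correlation.

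**Figure D4:**
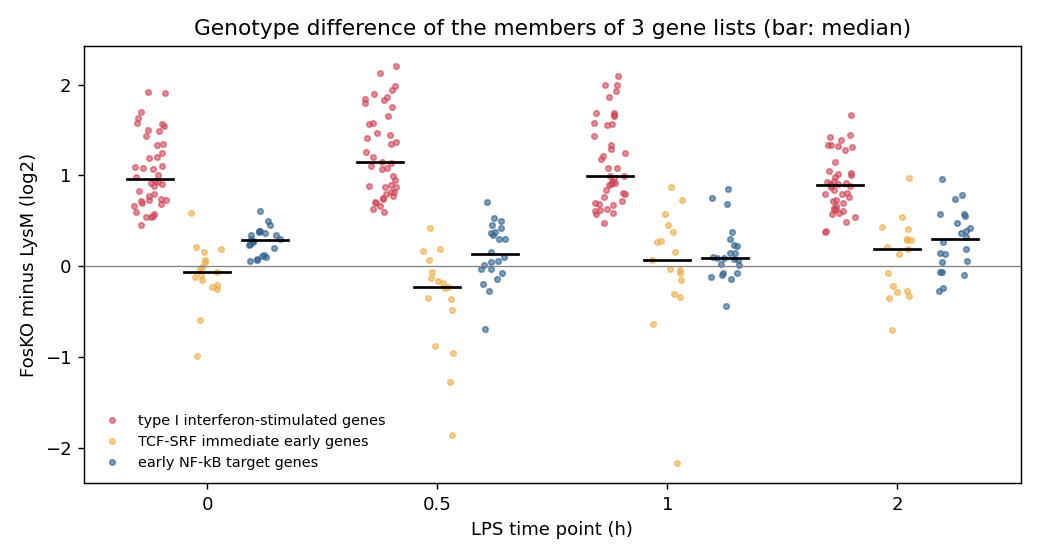
Log2 difference between FosKO and LysM-Cre (vertical axis) of each member of the 3 lists at each LPS time point (horizontal axis), with a bar at the median. The interferon-stimulated genes all lie above 0, with medians from 0.89 to 1.14.

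The response to LPS was measured within each genotype. In LysM-Cre limma called 1007 genes at 0.5 h (708 higher, 299 lower), 4970 at 1 h (2673 and 2297) and 8448 at 2 h (4248 and 4200). In the libraries labelled FosKO it called 823 (619 and 204), 4534 (2447 and 2087) and 8636 (4530 and 4106). The count of 823 moved most, to 301 when only the 6 libraries compared were fitted, and was 542 without FosKO replicate 3 at 0.5 h. Under quantile normalisation the share of higher genes at 0.5, 1 and 2 h went from 70.3%, 53.8% and 50.3% to 48.3%, 37.6% and 40.0% in LysM-Cre, and from 75.2%, 54.0% and 52.5% to 50.5%, 35.3% and 39.2% in FosKO. The largest rises in LysM-Cre were in Egr1 (5.43), Dusp2 (3.79) and Cxcl1 (3.72) at 0.5 h, in Cxcl1 (4.90), Il1b (4.88) and Tnfsf9 (4.85) at 1 h, and in Adamts4 (6.37), Il12b (5.80) and Ccl22 (5.31) at 2 h. The largest falls were in Txnip (-1.08), Arrdc3 (-2.05) and Cnr2 (-3.29) at those times, and each of these adjusted p-values was at most 2.16e-12. In LysM-Cre the immediate early genes had median changes of 2.73, 2.18 and 0.65, the NF-kB targets 1.15, 2.85 and 3.11, and the interferon-stimulated genes 0.01, 0.00 and 0.83.

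Whether the response itself differed between the genotypes was tested as the difference of the differences. The difference is the change in FosKO minus that in LysM-Cre, so a positive value is a larger rise or a smaller fall in FosKO. This gave 16 genes at 0.5 h (2 positive and 14 negative), 169 at 1 h (68 and 101) and 2081 at 2 h (1010 and 1071). The count at 0.5 h was 6 when only the groups compared were fitted, 9 without LysM-Cre replicate 3 and 10 without replicate 2 of that time. With TMM factors the share of positive differences at 2 h went from 48.5% to 37.6%. At 2 h the largest positive differences among genes with a mean of at least 50 were in Ifna5 (4.08), Ifna2 (3.90) and Ifnb1 (2.91), and the largest negative ones in Ccl22 (-1.86), Cav1 (-1.50) and Cxcl3 (-1.49), with adjusted p at most 1.69e-07. Fos differed by 1.80 at 2 h, as it changed by -1.60 in LysM-Cre and by 0.20 in FosKO. The change in FosKO was not called in the fit without a block and was called with either replicate block. Il10 differed by -1.11 at 1 h and -1.44 at 2 h, and the call at 1 h was lost in the 19 high 18S libraries (-1.06, adjusted p 0.0821).

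By camera the difference in response of the interferon-stimulated genes was positive at 0.5 h (median 0.19, adjusted p 2.12e-08, of 9 tests) and at 1 h (0.05, adjusted p 0.0255) and was not called at 2 h (-0.10, adjusted p 0.0626). Limma called 0 of the 42 genes at 0.5 h and 0 at 1 h, with 2 at an unadjusted p under 0.05 at each, and 1 lower at 2 h, with 6 unadjusted. Adjusted over the list alone 0 were called at each time. Without FosKO replicate 3 at 0.5 h the call of this list at 0.5 h was lost (0.0701). Its call at 1 h was lost without LysM-Cre replicate 1 (0.247) or FosKO replicate 1 (0.343) at 0 h, LysM-Cre replicate 1 (0.177) or 2 (0.0544) at 1 h, or FosKO replicate 2 (0.159) or 3 (0.184) at 1 h. At 2 h it was called lower without LysM-Cre replicate 1 (0.0233) or FosKO replicate 1 (7.09e-05) at 0 h, LysM-Cre replicate 1 (0.0301) or 2 (0.0231) at 2 h, or FosKO replicate 3 (0.0284) at 2 h. The list was also called at 2 h with the replicate number as a block and without the filter. The same held under quantile normalisation and with only the groups compared, so its call at 2 h depends on the processing. The difference for the immediate early genes was negative at 0.5 h (median -0.23, adjusted p 7.36e-11) and positive at 1 h (0.07, 0.0306) and 2 h (0.23, 0.0255), with 4 of 17 genes called lower at 0.5 h, and 7 adjusted over the list alone. The call at 1 h was lost without FosKO replicate 2 at 0 h (0.0894), LysM-Cre replicate 1 at 1 h (0.177) or FosKO replicate 2 at 1 h (0.0715), and that at 2 h without FosKO replicate 3 at 2 h (0.063). That for the NF-kB targets was negative at 0.5 h (median -0.05, adjusted p 2.59e-05) and at 1 h (-0.19, 3.89e-05). At 2 h the NF-kB targets were not called (0.701), and there the median was -0.02, the mean 0.01 and the direction of the test lower. Under fry only the immediate early genes at 0.5 h were called (0.00671), and under an estimated correlation no list was (the smallest adjusted p was 0.0513).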

Values the study reported

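The study gave its typical sequencing yield as about 25 M reads. The study reported that 44 of 131 genes and 64 of 278 genes changed by loss of TPL-2 kinase activity also changed by at least 2-fold in the same direction in FosKO BMDMs at some time point, which made 108 of 409 genes together.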

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

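Of the tests in this part, the recomputation of Ifnb1 with the 18S batch as a term and the relabelling after removal of the mean genotype difference were chosen only after the results were seen, as were the 9 tests of the lists on the difference in LPS response.

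The results here drew attention because the change after LPS differed between the genotypes in a test of that difference, the limma contrast of the contrasts. It gave 16 genes at 0.5 h, 169 at 1 h and 2081 at 2 h. For each gene the value below is the called difference in response, FosKO minus LysM-Cre, at the time with the smallest p. Fos differed by -2.26 at 0.5 h and Nr4a1 by -1.15 at 0.5 h. At 1 h Ifnb1 differed by 3.09, Ifna2 by 4.04, Atf3 by 0.51, Dusp5 by -1.18 and Txnip by 0.37. At 2 h the differences were positive for Ifna4 (3.55), Ifna5 (4.08), Ifna6 (3.07), Egr1 (1.18), Il12b (1.05), Jun (0.66), Egr3 (0.64), Tlr4 (0.43), Nptx1 (0.39), Cnr2 (0.33), Fosl2 (0.28) and Jund (0.23). They were negative at 2 h for Ccl22 (-1.86), Cav1 (-1.50), Cxcl3 (-1.49), Il10 (-1.44), Marco (-0.89), Batf (-0.52), Atf4 (-0.38) and Dusp1 (-0.24). The calls for Batf and Cnr2 were lost in 9 of 12 fits that left out 1 library, and those for Jund and Fosl2 in 8 of 12, so these 4 are unsure. Txnip was not called in the 19 high 18S libraries (adjusted p 0.184), nor Nr4a1 with only the groups compared (0.0835). Several of these genes already differed before LPS, and the difference in response narrowed the earlier one for some and widened it for others. From 0 h to 2 h the difference between the genotypes went from 2.76 to 1.87 for Marco, from -2.60 to -2.21 for Nptx1, from 0.51 to 0.13 for Atf4 and from -0.50 to -0.21 for Fosl2. Batf (0.53), Cnr2 (-0.33) and Jund (-0.15) were called at 0 h and not at 2 h, and Txnip (-0.35) was called at 0 h and not at 1 h. The difference widened from 0 h to 1 h for Dusp5 (-0.99 to -2.17) and Atf3 (0.21 to 0.72). From 0 h to 2 h it widened for Jun (0.14 to 0.80) and Cav1. Cav1 means in FosKO and LysM-Cre were 4.97 and 5.92 at 0 h, and 7.29 and 9.74 at 2 h. For Fos the sign reversed, from 1.49 at 0 h to -0.77 at 0.5 h.

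Among the lists, the response differed by camera for the interferon-stimulated genes at 0.5 h (adjusted p 2.12e-08) and 1 h (0.0255), for the immediate early genes at 0.5, 1 and 2 h (7.36e-11, 0.0306 and 0.0255), and for the NF-kB targets at 0.5 and 1 h (2.59e-05 and 3.89e-05). Camera with its preset correlation treats the genes of a list as nearly independent, and only the immediate early genes at 0.5 h were also called by fry.

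The 18S batch is argued against as the cause of the larger rise of Ifnb1, since the difference at 1 h was 3.02 with the batch as a term, against 3.09 without it. All 0 h and 2 h libraries lie on the same side of that batch, so the difference at 2 h does not involve it. Chance was first examined by drawing 100 relabellings of genotype within each time, the real labelling included. As many genes were called in 8 of 100 draws at 0.5 h, 9 of 100 at 1 h and 12 of 100 at 2 h, so by this scheme chance was not excluded at any of these times. In each of the other draws with as many genes (7, 8 and 11), the labels had been exchanged unequally between the times, which turns a genotype difference shared by all times into a false difference in response. When the mean genotype difference of each gene was removed before the same draws, 1 of 100 draws gave as many genes at 0.5 h, 1 of 100 at 1 h and 1 of 100 at 2 h, which was the real labelling. The real labelling then gave 16, 171 and 2088 genes, and the highest other draw gave 4, 2 and 273. By this second scheme chance was excluded, provided that libraries are independent over time, since both schemes relabelled each time separately. The second scheme was chosen after the first had failed to exclude chance and carries less weight for that reason.

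A difference in response that follows from loss of Fos may underlie these results and stays open, as the design names genotype. The difference in Lyz2, of 5.17 at 0 h, follows the same labels and cannot be told apart from that of Fos here. Reads shared among the Ifna genes were not tested. If the deposited values are a regularised log, they understate both differences and spread in genes with few reads.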

How the results depend on the processing

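Alternatives chosen after the data were seen were the pseudocount of 1, the 18S batch term, the 19 high 18S libraries and the GC and length correction, and the tests of the lists on the difference in LPS response. The values of 160 gene comparisons were recomputed under 14 alternatives and without each library. Of 3410 values, 3311 kept their direction and their side of the threshold, 90 kept their direction and lost the call, 7 gained one, and 2 changed sign. Under quantile normalisation Atf4 at 2 h went from 0.13 to -0.0031, and the change of Fos after 2 h of LPS in FosKO, which was not called, went from 0.20 to -0.15. That change of Fos was called with either replicate block (adjusted p 0.0197 and 0.0303), with the 18S batch as a term (0.0369), in the 19 high 18S libraries (0.041), and without FosKO replicate 1 (0.0245) or 3 (0.0474) at 0 h or FosKO replicate 2 at 2 h (0.0212). Other pseudocounts and the stricter filter changed no call among these genes, and the GC and length correction changed that of Tlr4 at 1 h (0.11, adjusted p 0.0563) and of the difference in response of Fosl2 at 2 h (0.0565).

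For the difference in response at 2 h, leaving out 1 library removed the call for Batf and for Cnr2 in 9 of 12 cases, for Jund and Fosl2 in 8 of 12, and for Nptx1 in 1 of 12 (0.0524). These calls were also lost without the filter for Jund (0.0646), Batf (0.0601), Fosl2 (0.0593) and Cnr2 (0.0618), with TMM factors for Jund (0.0727), Fosl2 (0.0582) and Cnr2 (0.063), and without the variance trend for Jund (0.0563) and Fosl2 (0.0504). Jund was also not called under quantile normalisation (0.16). Cnr2 was not called with only the groups compared (0.0987) or in the 19 high 18S libraries (0.0636). The differences in response of Nr4a1 at 0.5 h with only the groups compared (0.0835), and of Txnip (0.184) and Il10 (0.0821) at 1 h in the 19 high 18S libraries, were not called either. Causes were not tested unless one is given.

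Without the filter the adjusted p of the interferon-stimulated genes for the difference in response at 2 h became 0.0237, against 0.0626. Under quantile normalisation 26 genes were called for the difference in response at 0.5 h. The NF-kB targets were no longer called at 0.5, 1 and 2 h (0.283, 0.305 and 0.108), nor were the differences in response at 1 h of the interferon-stimulated (0.135) and immediate early genes (0.0624). The differences in response at 2 h of the interferon-stimulated genes (8.37e-05) and the NF-kB targets (0.0191) were then called. Fitting only the groups compared leaves fewer residual degrees of freedom, and whether this caused the changes was not tested. That fit gave 301 genes for 0.5 h of LPS in FosKO, and 6 and 112 for the difference in response at 0.5 and 1 h. At 1 and 2 h in FosKO it gave 3032 against 4534 and 7820 against 8636. In LysM-Cre it gave 1000 against 1007 at 0.5 h, 5280 against 4970 at 1 h and 8796 against 8448 at 2 h. Fewer degrees of freedom thus did not always lower the count. The immediate early genes at 1 h were then not called (0.0829) and the interferon-stimulated genes at 2 h were (0.0301).

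Fry called the immediate early genes at 2 h (0.00707). For the difference in response it did not call the interferon-stimulated genes at 0.5 h (0.414) or 1 h (0.719), the NF-kB targets at 0.5 h and 1 h (both 0.301), or the immediate early genes at 1 h (0.356) or 2 h (0.0549). Camera with an estimated correlation allows for genes of a list moving together, and no call held. The interferon-stimulated genes were at 0.168 for 0, 0.5 and 1 h and 0.284 for 2 h, the NF-kB targets at 0.327, 0.681, 0.681 and 0.514, and the immediate early genes at 0.5 h at 0.332. For the difference in response, the interferon-stimulated genes were at 0.461 and 0.801 for 0.5 and 1 h, the immediate early genes at 0.0513, 0.461 and 0.461, and the NF-kB targets at 0.461 for both 0.5 and 1 h.

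With the 18S batch as a term, 4522 genes were called between the genotypes at 1 h and 4494 for 1 h of LPS in LysM-Cre. No call among the 160 gene comparisons was lost with that term. The difference in response of the interferon-stimulated genes at 1 h was not called with it (0.112). With the 19 high 18S libraries alone, which leaves 1 LysM-Cre library at 1 h that is assumed to vary like the other groups, 2994 genes were called between the genotypes at 1 h and 3009 for 1 h of LPS in LysM-Cre. The difference in response then gave 9 genes at 0.5 h and 93 at 1 h, and the NF-kB targets at 1 h were not called (0.129).

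Leaving out 1 library at a time gave 9 to 24 genes for the difference in response at 0.5 h, 542 to 960 for 0.5 h of LPS in FosKO, and 211 to 383 for genes past 2-fold at 1 h. The NF-kB targets ranged from 0.00929 to 0.252 at 0.5 h and from 0.00974 to 0.139 at 1 h. For the difference in response, the interferon-stimulated genes ranged from 4.91e-18 to 0.0701 at 0.5 h, from 1.77e-07 to 0.343 at 1 h and from 7.09e-05 to 0.851 at 2 h. The immediate early genes ranged from 0.000786 to 0.177 at 1 h and from 0.0088 to 0.063 at 2 h, and the NF-kB targets from 0.334 to 0.926 at 2 h. The direction changed for the interferon-stimulated genes at 1 h without FosKO replicate 1 at 0 h (0.343), and for the NF-kB targets at 2 h without FosKO replicate 3 at 0 h (0.851) or FosKO replicate 2 at 2 h (0.89).

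With the replicate number as a block, counts were 5136, 5886, 4876 and 6315 for the genotypes at 0, 0.5, 1 and 2 h, and the interferon-stimulated genes were called for the difference in response at 2 h (0.0326). A check of pairing found that residuals of libraries with the same number and genotype correlated at a median of 0.11 over 36 pairs. Those with the same number and other genotype were at -0.0049 over 48, so the numbers do not pair the genotypes. Within a genotype, 19 of the 36 pairs were over 0.1, against 4 of 72 pairs with other numbers. Libraries of one number and genotype may thus be linked over time, which the labels do not state. The main fit, the relabellings and the fits without 1 library treated libraries as independent. A random block within genotype had a consensus correlation of 0.112, and the lists were not tested under it. Tests on whole reads with edgeR or DESeq2 were not run, because the values do not give whole reads. The unknown depth, and shrinkage of genes with few reads if the values are a regularised log, limit what can be said of the Ifna genes at 0 and 0.5 h.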

Other observations

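Of the tests in this part, those of a passenger region, of sex and of other splits of the libraries were planned, and every other test was chosen only after the result was seen.

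Fos transcript was high and nearly flat in the libraries labelled FosKO. A swap of single libraries between the genotypes is argued against, since 0 of the 12 libraries labelled FosKO lay within the LysM-Cre range of their time for Fos and Lyz2. Incomplete deletion alone is argued against by the higher Fos in FosKO at 2 h (3.29), provided that remaining intact copies are not expressed more. A transcript of the recombined allele that still gives reads is a candidate explanation, and the small range of the 4 FosKO means (0.20) neither requires nor excludes it, as values per exon are not given. If controls carried 1 recombined allele, some of this signal could be present in them too. The linear ratio of LysM-Cre over FosKO at 2 h was 0.102, and wild-type FOS protein could lower the recombined copy, so this stays open. An exchange of the labels of the whole genotypes is not excluded by these values of Fos. Fos changed by 0.15 at 0.5 h in the libraries labelled FosKO, where an intact gene would be induced by LPS, but this argues from knowledge of Fos and not from a marker of the deletion. The paper reported more Ifnb1 by quantitative PCR, and more of its protein in culture and in mice, in FosKO after LPS. Ifnb1 was higher by 3.00 at 2 h in the libraries labelled FosKO, the same direction, which argues against an exchange.

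Lyz2, the site of the Cre insertion, was far lower in LysM-Cre than in the libraries labelled FosKO. Reads shared with Lyz1 are argued against, as the sum of both genes differed by at least 4.63 at each time. A general difference in maturity is argued against by 12 macrophage markers, of which Mertk rose most at 0 h, by 0.97. A different number of Cre insertions at Lyz2 may explain it, since an insertion disrupts the gene, and the smallest difference over the times was 4.89. Cre copies cannot be counted from these values, so this cannot be told apart from other causes.

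The genotypes differed in many genes before LPS. Sequence carried along with the floxed locus is argued against as the whole cause, since 3.21% of genes called at 0 h lay on chromosome 12, where 31.3% of 504 tested genes were called against 35.5% elsewhere (two-sided Fisher's exact p 0.0576). Unequal sex is argued against by the highest Xist value of -1.69 with Ddx3y present in every library. GC content and length are argued against by 4979 genes called after their trends were removed, and the 18S batch by 0 libraries of the low 18S set at 0 h. Cells of another type in the FosKO cultures stay open. Of 16 markers 5 passed the filter, Cd79b, S100a8, S100a9 and the collagen genes Col1a1 and Col1a2, with a median difference of -0.53. These were low in both genotypes (2.89 to 5.29), the other markers were not tested, and Hba-a1, Hbb-bs and Mpo had no matched entry. A difference in Lyz2 or Cre dose in place of Fos could contribute, since Lyz2 differed by 5.17 at 0 h along the same labels, and cannot be told apart from loss of Fos. Separate housing or derivation of the mice was not tested.

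All 42 interferon-stimulated genes were higher in the libraries labelled FosKO before LPS. Exposure to LPS within the last 2 h, at the dose used here, is argued against, as early NF-kB targets rose less than these genes (medians differing by -0.67). In LysM-Cre, 2 h of LPS raised the NF-kB targets more, with medians of 3.11 and 0.83. However, 16 of the 22 NF-kB targets were also called higher at 0 h. Earlier or weaker exposure stays open, since no library tests it. Ifnb1 itself differed by 0.10 at 0 h, was not called and lay near its lowest values, so a small earlier rise may be missed and stays open. A lasting effect of loss of Fos, or of the Lyz2 difference, is also open.

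The 5 libraries with little 18S ribosomal RNA held 0.472 to 0.582% of the linear sum in it, against 1.71 to 2.78% in the others. Residuals of libraries at 0.5 and 1 h correlated at a median of 0.47 within these sets and -0.52 between them. In a regularised log the lowest value of a library would fall as its depth rises, a relation that was not tested here. For greater depth of these libraries, 3 of the 5 were among the 5 lowest such values and the others ranked 6 and 11 of 24, so greater depth stays open. No biological explanation was tested.

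Other splits of the 6 libraries of each pair of groups were counted. For each of the 10 such comparisons, 1 of the 10 splits, the real one, gave as many genes, and the highest other split gave 77. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by these splits alone.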
